A study of Synechocystis sp. PCC 6803 with 9 samples. Its data were reported in "Cytosine N4-Methylation via M.Ssp6803II Is Involved in the Regulation of Transcription, Fine- Tuning of DNA Replication and DNA Repair in the Cyanobacterium Synechocystis sp. PCC 6803" (2019).

How the data were processed

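RNA abundance was measured in *Synechocystis* sp. PCC6803, a unicellular cyanobacterium. Wild type (WT, substrain PCC-M) was compared with the suppressor clones supp_1 and supp_15. Both clones carry a disrupted *sll0729*, the gene of the DNA methyltransferase M.Ssp6803II, which modifies the first cytosine of GGCC. According to the study, they regained WT-like growth and pigmentation while the gene stayed disrupted. Per the labels, all strains were cultivated in parallel under standard conditions and not exposed to a stress. Total RNA was labelled directly with the dye Cy3, without cDNA synthesis, and hybridised to 1-colour Agilent arrays. Each of the 3 groups had 3 arrays, and the group of each array was taken from its label.

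The deposited scanner files hold the intensity of each spot on a linear scale. Per the file headers, they were made with Agilent Feature Extraction 10.7.3.1 and were not scaled between arrays. The median signal is the median pixel brightness of a spot, and the background signal is that of its surroundings. The processed signal, used only as an alternative, is an intensity from which Feature Extraction had subtracted the background and a spatial trend, as deposited by the authors. The authors also deposited a series matrix of the same 9 arrays on a log2 scale, for which, per the study's methods, the median signals were background corrected and quantile normalized with limma. Its columns had a median of 10.06 each and ranged from 6.08 to 19.02. Within every array they ranked the spots as the median signal minus the background signal of the scanner file did, with a rank correlation of 1. The values were not centred per probe and not expressed as ratios, so their direction is that of the signal. Which background correction was used is not given in the sources used here. The series matrix differed from the values computed here by up to 0.33, with a median difference of 0.16, and was used as an alternative. No per-sample column of the files was left unassigned.

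The values were computed from the scanner files in R 4.3.3 with limma 3.58.1 (statmod 1.5.0). Median signals were background corrected with the normexp method and an offset of 50. Control spots were removed after this step. The remaining log2 values were quantile normalized between arrays. 6 probe values that Feature Extraction had marked as spot outliers were set to missing, and no probe value was saturated. Each array held 62334 spots, of which 61015 were probes, 1011 positive controls and 308 negative controls. Each probe name occurred on 1 spot, so no spots could be averaged by name. According to the study, the array design held technical replicates of each probe. The same sequence may thus stand under several names and count several times, which cannot be checked without sequences. For 60866 probes the name carries no gene, and the files do not pair it with one. The study averaged the probes of each feature, which was not possible here, so every count below is a count of probes and a transcript covered by several probes counts several times. Values are therefore not comparable with gene-wise values. The remaining 149 probes belong to 5 families named in the files, R_CRISPR1, R_CRISPR2, R_CRISPR3, R_LEADER1 and R_LEADER2. Their meaning is taken only as far as these names go.

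A linear model with 1 mean per group was fitted to all 9 arrays (lmFit), followed by empirical Bayes moderation (eBayes) and Benjamini-Hochberg adjustment over the 61015 probes. A probe was called at an adjusted p below 0.05 and an absolute log2 fold change (log2 FC) above 1, thresholds of the same size as in a gene table of the study. The contrasts were supp_1 against WT, supp_15 against WT, supp_15 against supp_1, and the mean of both clones against WT. Both clones were compared with the same 3 WT arrays. Unchanged groups were therefore simulated 20 times under each of 3 models. This gave the overlap and correlation that arise from the spread between arrays of a group alone. The models used normal deviations with equal spread in all groups, normal deviations with the SD of each group per probe, and the measured deviations of each array from its group mean with random signs. The last 2 models were added after the data were seen. The probe families were tested with limma's fry, a self-contained test that allows for correlated probes, on values with the marked spots kept. A step in the change along R_CRISPR3 was tested with a permutation test of 99999 resamples, chosen after the values were seen. The model fit and the removal of block medians were first tested on simulated values, built from the means and SDs of the measured probes. Background correction, normalization, fry and the permutation tests were not part of this test. With 50 probes raised or lowered by a known factor among the 61015, the fit of supp_1 against WT called 88.0% of 3-fold changes, 92.0% of 4-fold changes and 98.0% of 8-fold changes. For supp_15 against WT the shares were 92.0%, 94.0% and 98.0%, and for the mean of both clones 96.0%, 96.0% and 100%. None of the 1.5-fold changes was called, since they lie below the fold threshold. Each of these fits called 1 unchanged probe, and the fit between the clones called 0.

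Probes named in the text were chosen by a rule set before the data were examined. It took the probes with the largest mean rise and fall among those called in both clones with the same sign, with all 6 clone arrays on one side of the 3 WT arrays and a signal well above background on all arrays of a group. The same was done between the clones. Because the files do not pair the names with genes, only the first 2 rising and the first 2 falling probes are printed, together with members of the named families. The rule also named *sll0729*, *sll0470*, *sll1526*, *sll1527*, topoisomerase and gyrase genes and lists of genes from the study. These were not analysed here for the same reason, and the disruption of *sll0729* was not checked on the arrays. The comparison of the probe families was chosen after the files had been seen.

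Depth on an array is the signal over background. Between 78.3% and 91.5% of the probes of an array were well above background, as marked by Feature Extraction. The number of arrays limits the precision, with a median standard error of 0.14 for a log2 FC between groups. The study describes both biological and technical replicates without saying which arrays are which. For the experiment with the suppressor clones it counts fewer biological replicates than the 3 technical ones. The 3 arrays of a group may therefore not stand for 3 separate cultures. If arrays of a group shared 1 RNA preparation, the tests would cover technical spread only. The first 8 arrays came from 1 slide and 1 scan, and supp_15 replicate 3 alone from another slide and scan. The slide as a block is thus the same as leaving this array out.

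The alternatives set before the data were examined were no background correction, plain subtraction of the background, the processed signal scaled to its 75th percentile, normexp with that percentile in place of quantiles, marked spots kept, series matrix values, only probes well above background in a group, only the 6 arrays of the groups compared, an intensity trend with robust moderation, the replicate number as a block, the slide as a block, no minimum fold, and each array left out in turn. Those added later were removal of block medians over a grid of 20 by 20 blocks, array weights, normexp on the negative controls, supp_15 replicates 1 and 2 counted as 1, and the arrays averaged within each group.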

Results

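The data set covered the RNA of 3 strains of *Synechocystis* sp. PCC6803, WT and the suppressor clones supp_1 and supp_15 of the *sll0729* mutant, on 3 arrays each. The design asked how the transcript pool of clones that had regained a WT-like appearance without the methyltransferase M.Ssp6803II differed from that of WT. It also allowed a comparison of both clones with each other. Every array measured 61015 probes.

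The arrays differed in signal and background. The WT arrays had 55839, 54808 and 49016 probes well above background for replicates 1, 2 and 3, which are 91.5%, 89.8% and 80.3% of the probes. The supp_1 arrays had 54825, 51954 and 52489 such probes (89.9%, 85.1% and 86.0%). The supp_15 arrays had 54438, 52555 and 47782 (89.2%, 86.1% and 78.3%). The median probe intensity was lowest on supp_1 replicate 1 with 784.5 and highest on supp_1 replicate 3 with 2106. The median of the negative controls ranged from 188 on supp_1 replicate 1 to 1055.5 on supp_15 replicate 3. The ratio of both medians was 4.49 on WT replicate 1 and 1.97 on supp_15 replicate 3, the highest and the lowest of the 9 arrays.

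Replicates were closest in supp_1. Across all probes, Pearson's r of the normalized log2 values was 0.995 to 0.997 within supp_1, 0.971 to 0.985 within WT and 0.968 to 0.997 within supp_15. Between groups it was 0.903 to 0.930 for WT and supp_1, 0.896 to 0.944 for WT and supp_15, and 0.943 to 0.975 for both clones. Probes are not independent replicates, so these values describe similarity only. The first principal component held 58.2% of the variance and placed the 3 WT arrays apart from the 6 clone arrays. The second held 21.1%, with the supp_1 arrays at one end and supp_15 replicate 3 at the other. The median SD of a probe over its 3 arrays was 0.19 in WT, 0.073 in supp_1 and 0.16 in supp_15 on the log2 scale. Supp_15 replicates 1 and 2 differed by a robust SD of 0.072 per array, close to the closest pair of supp_1 arrays (0.070), whereas pairs of WT arrays differed by 0.20 to 0.26.

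Supp_15 replicate 3 showed an uneven surface. On this array 4.58% of the probes were more than 2-fold lower than the mean of the other arrays of the group. With the spot columns divided into 3 equal parts, the share was 13.8% in the left, 0.0489% in the middle and 0.00978% in the right part. Removing the median of each block of spots lowered the median probe SD of supp_15 from 0.16 to 0.093. WT replicate 2 also departed from its group, with 1.44% of the probes more than 2-fold lower, but without a comparable difference between the parts (1.44%, 1.37% and 1.52%).

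**Figure D1:**
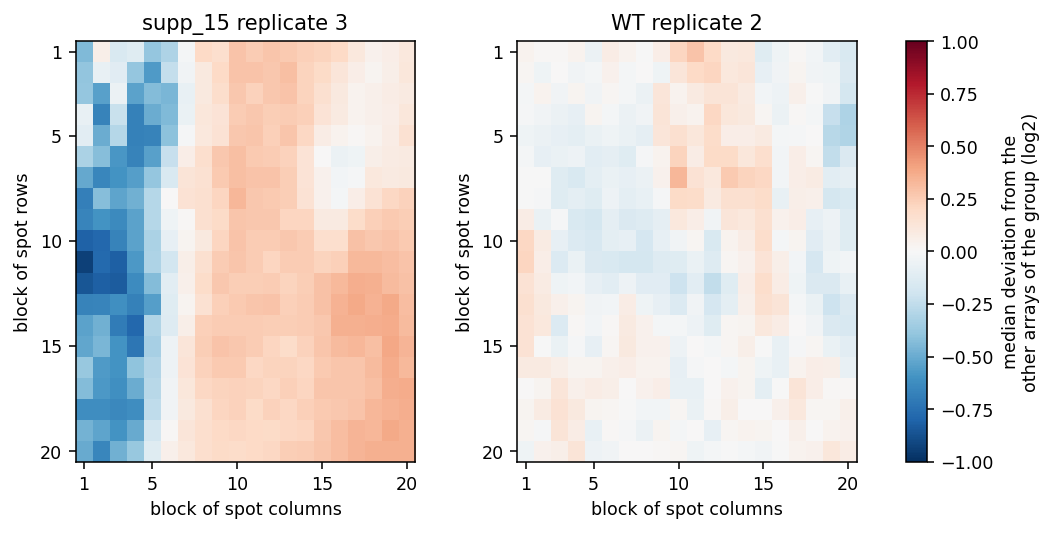
Median deviation of an array from the other arrays of its group (log2, colour) over a grid of 20 by 20 blocks of spots, with block columns on the x axis and block rows on the y axis. On supp_15 replicate 3 (left panel) the left part of the columns lies below the rest of the array, with a median deviation of −0.37 against 0.23 in the middle part, while WT replicate 2 (right panel) has medians near 0 in all 3 parts (−0.0075, 0.020 and −0.0056).

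Against WT, 5817 probes were called in supp_1, 9.53% of all probes. Of these, 2829 were higher and 2988 lower than in WT. In supp_15, 5046 probes were called against WT (8.27%), 2340 higher and 2706 lower. For the mean of both clones the number was 4825, 2331 higher and 2494 lower. Which direction held more calls depended on the scaling. With normexp and the 75th percentile in place of quantiles, 3237 were higher and 2799 lower in supp_1. In supp_15 these counts were 2684 and 2491, and for the mean of both clones 2669 and 2326. The processed signal kept more lower calls, with 4854 higher and 5269 lower in supp_1 and 4213 and 5465 in supp_15. Most calls were of moderate size, since only 738 probes in supp_1 and 520 in supp_15 were called with a change above 4-fold. Among the called probes, 5607 in supp_1 and 4816 in supp_15 were well above background on all 3 arrays of at least 1 of the 3 strains. Among the settings that keep the fold threshold, the handling of the background moved the counts of both clones most. Without background correction, 3138 probes were called in supp_1 and 2680 in supp_15, and with the processed signal 10123 and 9678. Of the 3138 probes, 3137 were also called with the same sign after background correction.

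The clones shared many of their changes. In all, 3269 probes were called in both clones with the same sign, 1647 higher and 1622 lower than in WT. They made up 56.2% of the calls in supp_1 and 64.8% of those in supp_15. The even split between directions depended on the scaling. With normexp and the 75th percentile in place of quantiles, 1894 shared calls were higher and 1523 lower. Both clones were compared with the same WT arrays, so unchanged groups were simulated 20 times under each of 3 models of the spread. No simulation called more than 159 probes in both clones with the same sign. The models hold only the spread between arrays of a group, so a deviation common to all 3 WT arrays is not covered. Across all probes, the log2 FC of both clones correlated with a Pearson's r of 0.80 and a Spearman's rho of 0.82. Sharing the WT arrays alone gave a Pearson's r of 0.49 to 0.51 with equal spread in all groups and of 0.65 to 0.67 with the own spread of each group. With the measured deviations of each array under random signs it gave 0.40 to 0.82, a range that includes the observed value. The sign was the same in both clones for 82.8% of all probes, against mean shares of 66.6%, 72.8% and 72.6% and a highest share of 80.0% in the simulations. A further 2505 probes were called in supp_1 only and 1734 in supp_15 only. Of these, 561 and 170 were also called in the direct test between the clones, so most of them were not shown to differ between the clones.

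**Figure D2:**
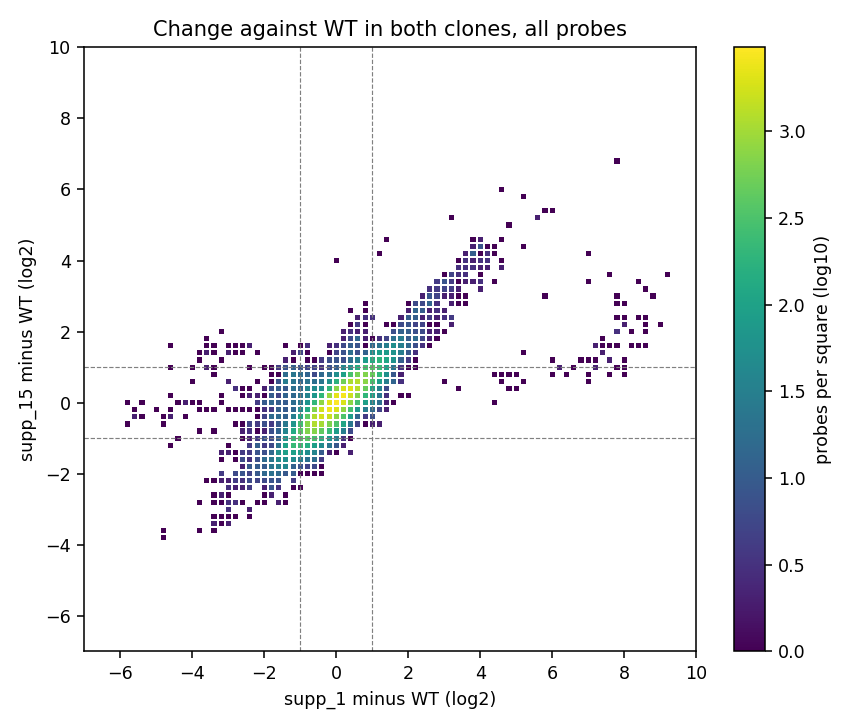
Log2 FC against WT in supp_1 (x axis) and supp_15 (y axis), counted in squares of the plane over all 61015 probes, with the number of probes per square as colour on a log10 scale and dashed lines at the log2 FC threshold of 1 in both directions. Most probes follow the diagonal, 54 probes lie beyond 6 on the x axis at smaller changes in supp_15, and a group with lower values in supp_1 lies near or above 0 in supp_15.

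A fold change cannot be measured where a probe was not well above background on any array of 1 group. In such cases it is given as a lower bound, namely the mean of the brighter group over the mean, across the arrays of the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background on that array. Probe SYN-CR-76-23652 had the largest fitted rise as a mean over both clones. Its normalized log2 intensity was 6.45 ± 0.12 (SD, n = 3) in WT, where it was not well above background, 14.15 ± 0.17 in supp_1 and 13.17 ± 0.97 in supp_15. It was at least 57.2-fold higher in supp_1 (adjusted p = 2.16e-07) and at least 29.0-fold higher in supp_15 (adjusted p = 8.58e-07). Probe SYN-CR-76-32029 was next by the fitted values. It was not well above background in WT either (6.48 ± 0.27) and reached 15.74 ± 0.011 in supp_1 but only 10.08 ± 0.17 in supp_15. This was at least 172-fold (adjusted p = 3.95e-11) and at least 3.39-fold (adjusted p = 8.82e-08) above WT. The difference between the clones was −5.67 (log2, adjusted p = 3.37e-09).

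Among falling probes, R_CRISPR1-49 had the largest fitted fall as a mean over both clones. It fell from 13.13 ± 0.39 in WT to 8.32 ± 0.28 in supp_1, where it was not well above background, and to 9.38 ± 0.091 in supp_15. It was at least 27.2-fold lower in supp_1 (adjusted p = 6.42e-08), and its log2 FC in supp_15 was −3.75 (adjusted p = 6.85e-07). With plain background subtraction its fitted log2 FC in supp_1 was −3.89, a smaller change than the 27.2-fold bound. Probe SYN-CR-76-26425, next by the fitted values, had 13.37 ± 0.50 in WT, 8.49 ± 0.17 in supp_1 and 9.71 ± 0.15 in supp_15. It was well above background on 2 of the 3 supp_1 arrays. Its log2 FC was −4.88 in supp_1 (adjusted p = 1.29e-07) and −3.66 in supp_15 (adjusted p = 1.59e-06). For all 4 probes, the 6 clone arrays lay on one side of the 3 WT arrays, as the choice of probes required. Where a value at background enters, the order of the fitted values does not rank the true sizes.

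The direct comparison of the clones called 1112 probes, 1.82% of all. Of these, 912 were higher in supp_15 and 200 higher in supp_1. Without background correction the number was 707. In 43 probes the clones were called against WT with opposite signs, and all 43 were higher than WT in supp_15 and lower in supp_1. The R_CRISPR2 family held 25 of them. On the other side, 54 probes had a fitted rise of more than 64-fold in supp_1 against WT, a group singled out after its values were seen. Their median log2 intensity was 7.31 in WT, 15.06 in supp_1 and 9.12 in supp_15. As 50 of the 54 were not well above background on any WT array, their fold is a bound for most. With these at the bound, the median was 106-fold, from 47.7-fold to 237-fold. Of the 54 probes, 53 were called higher in supp_1 than in supp_15. A rise in supp_15 against WT was called for 45, of which 28 were well above background on all supp_15 arrays. On no supp_15 array were 11 of the 54 well above background.

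The named families were examined because their probes stood out in the comparison of the clones. Averaged over its 55 probes, R_CRISPR2 had a log2 intensity of 11.71 ± 0.61 (SD, n = 3) in WT, 9.02 ± 0.18 in supp_1 and 12.68 ± 0.15 in supp_15. The mean change against WT was −2.69 in supp_1 (fry, adjusted p = 0.000281 over 15 tests) and 0.97 in supp_15 (adjusted p = 0.0186). In each case all 3 clone arrays lay beyond all 3 WT arrays. In supp_1, 49 probes of the family were called lower, and in supp_15, 27 were called higher. The 38 probes of R_CRISPR3 averaged 14.46 ± 0.52 in WT, 10.67 ± 0.045 in supp_1 and 14.24 ± 0.24 in supp_15. The mean change was −3.79 in supp_1 (adjusted p = 2.53e-05), with 37 probes called lower and all 3 arrays below WT. In supp_15 the change of −0.22 was within the replicate spread (adjusted p = 0.608), no probe was called, and its sign turned without WT replicate 3 (0.082). Between the clones, the fitted mean of supp_15 was higher by 3.66 for R_CRISPR2 (adjusted p = 5.17e-05) and by 3.57 for R_CRISPR3 (adjusted p = 2.53e-05), with 53 of 55 and 35 of 38 probes called. The setting that moved both differences most was the processed signal, with 4.85 and 4.12. On all 3 supp_1 arrays, 19 probes of R_CRISPR2 and 28 of R_CRISPR3 were well above background, against 48 and 37 in WT. The fitted means of supp_1 thus include probes at background, for which only a lower bound can be given. With 26 R_CRISPR2 probes and 7 R_CRISPR3 probes at their bound, and 4 R_CRISPR2 probes without a fold left out, the median fall of supp_1 against WT was at least 2.76 and 4.17 on the log2 scale, against fitted medians of 2.88 and 4.19. For supp_1 against supp_15, 29 R_CRISPR2 probes and 7 R_CRISPR3 probes were at their bound and 1 R_CRISPR2 probe was left out, and the medians were at least 3.40 and 3.72, against fitted medians of 3.80 and 3.87. Among probes higher in supp_15 than in supp_1, R_CRISPR2-28 had the largest fitted difference, with 7.83 ± 0.070 in supp_1, where it was not well above background, and 13.99 ± 0.027 in supp_15. R_CRISPR3-33 was next by the fitted values, with 8.74 ± 0.016 and 14.50 ± 0.064 (difference 5.76, adjusted p = 1.91e-08).

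In supp_1, the means of the other families changed less. R_CRISPR1 averaged 12.53 ± 0.29 in WT, 11.69 ± 0.12 in supp_1 and 12.77 ± 0.18 in supp_15 over 49 probes. Its mean change was −0.83 in supp_1 (fry, adjusted p = 0.00193, all 3 arrays below WT), 0.24 in supp_15 (adjusted p = 0.275) and 1.08 between the clones (adjusted p = 0.000908). The 4 probes of R_LEADER1 were 0.53 higher in supp_15 than in WT (adjusted p = 0.00317), and their change of −0.085 in supp_1 was within the replicate spread (adjusted p = 0.525). The 3 probes of R_LEADER2 were changed by −0.76 in supp_1 (adjusted p = 0.0193) and by −0.028 in supp_15 (adjusted p = 0.896). R_LEADER2-1 was not well above background on any array, and without it the mean change in supp_1 was −1.14. Between the clones, supp_15 was higher by 0.62 for R_LEADER1 (adjusted p = 0.00193) and by 0.73 for R_LEADER2 (adjusted p = 0.0204; 1.10 without R_LEADER2-1), with all 3 arrays above those of supp_1.

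**Figure D3:**
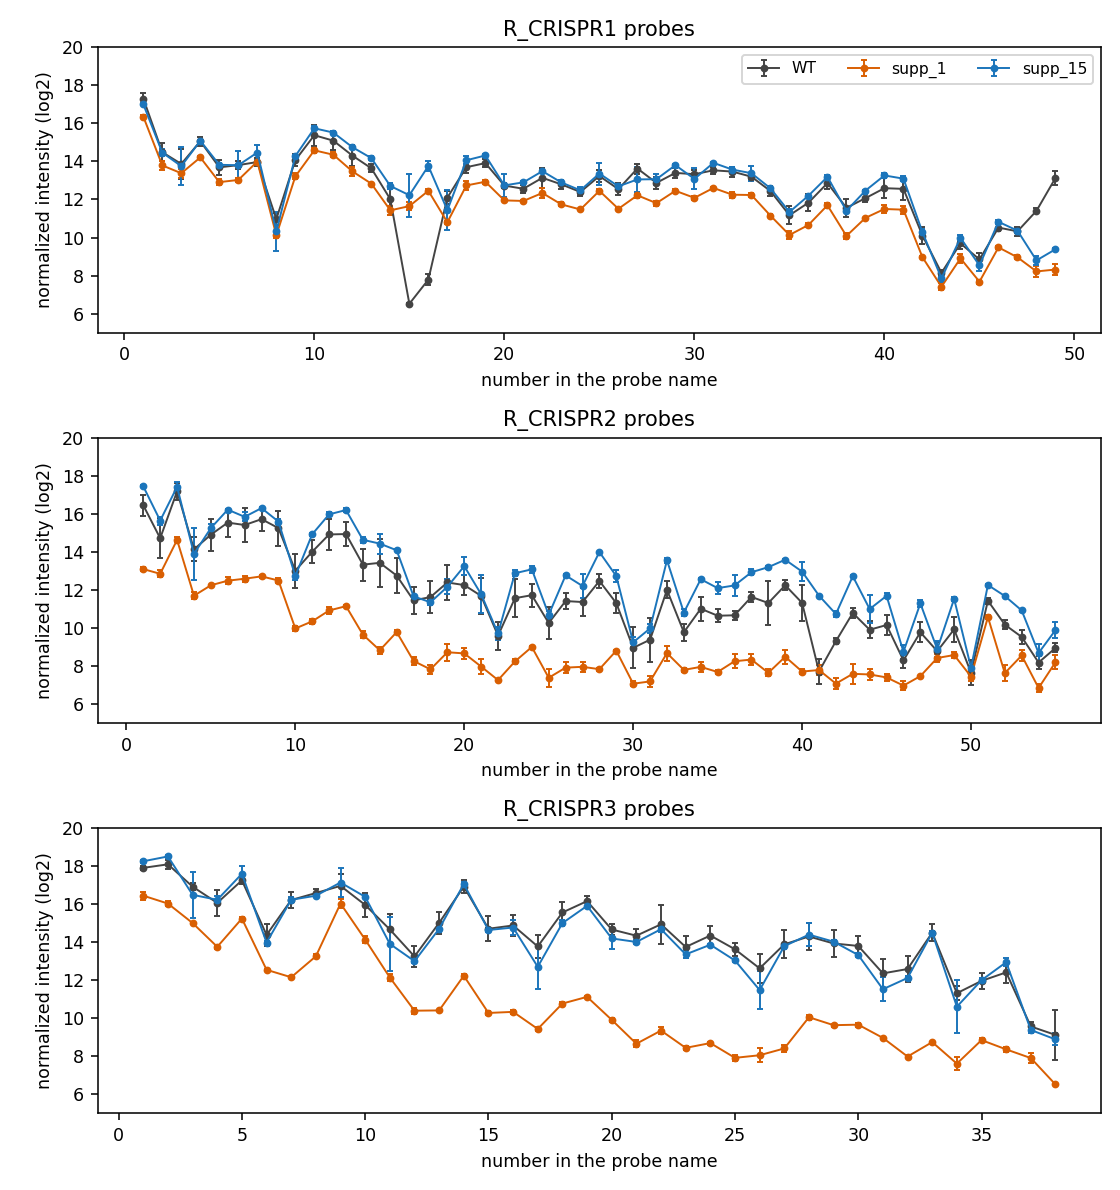
Mean normalized log2 intensity of each probe (y axis, error bars SD of 3 arrays) against the number in its name (x axis) for R_CRISPR1, R_CRISPR2 and R_CRISPR3 in WT, supp_1 and supp_15. Supp_1 lies below both other strains along most of R_CRISPR2 and R_CRISPR3, and in R_CRISPR1 the clones lie far above WT at numbers 15 and 16 and below it at 48 and 49.

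Within R_CRISPR1, 4 probes departed from the rest. They are named because of their values, except for R_CRISPR1-49. R_CRISPR1-15 was not well above background in WT (6.51 ± 0.052) and reached 11.65 ± 0.19 in supp_1 and 12.22 ± 1.13 in supp_15, at least 10.1-fold and at least 15.0-fold higher. R_CRISPR1-16 was likewise not well above background in WT (7.79 ± 0.27), with 12.46 ± 0.11 in supp_1 and 13.76 ± 0.27 in supp_15, at least 17.6-fold and at least 43.6-fold higher. R_CRISPR1-48 went the other way, from 11.40 ± 0.14 in WT to 8.22 ± 0.30 in supp_1 (not well above background, at least 8.01-fold lower) and 8.80 ± 0.22 in supp_15 (well above background on 2 of 3 arrays). The remaining 45 probes of the family had a median log2 FC of −0.95 in supp_1, from −1.48 to 0.024, and of 0.18 in supp_15, from −0.66 to 0.70.

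Finally, the detection marks were compared. Of all probes, 44840 were well above background on all 9 arrays and 3540 on none. On all 6 clone arrays but on no WT array, 225 probes were well above background. The reverse held for 163 probes. Both numbers depended on single arrays. The first was 504 without WT replicate 1 and 338 without supp_15 replicate 3. The second was 920 without WT replicate 3 and 253 without supp_1 replicate 1. Of the 388 probes together, 72.4% differed by more than 2-fold in the fitted values between WT and the mean of the clones, and 48.2% did so with the group at background at its bound.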

Values the study reported

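For the gene *sll0470* the study reported a log2 FC of 0.61 in supp_1 and 1.11 in supp_15 against WT and called both significant. For *sll1941* it reported −0.87 and −1.00, both with P below 0.05. It counted 38,512 GGCC sites on both strands of the chromosome.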

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

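The results in this part were singled out because the direct test between the clones showed that their change against WT differed. The tests on the loss of a sequence, on a uniform lower level and on the array surface (removal of block medians) were chosen only after the arrays or the results had been seen, while those on scaling, on single arrays and on regrouped arrays were set before.

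The clones differed in 1112 probes, and 43 probes were called against WT with opposite signs in both. In a fit of these 6 arrays alone the clones differed in 1111 probes. The real grouping was 1 of the 10 splits of the arrays with as many calls, and none of the other splits gave a call (highest 0). With 10 splits chance cannot be excluded by this count. After removal of block medians 1115 probes were called, 1020 of them among the 1112, and without supp_15 replicate 3, the array with the uneven surface, the number was 1072. No label tells whether the arrays of a clone came from separate cultures, so a difference between clones cannot be told apart from a difference between cultures.

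The families R_CRISPR2 and R_CRISPR3 had fitted mean differences of 3.66 and 3.57 (supp_15 minus supp_1, log2). With probes at background in supp_1 at their bound, and with the background correction in use, the medians were at least 3.40 and 3.72. The fitted medians were 3.80 and 3.87. R_CRISPR1 differed by 1.08, R_LEADER1 by 0.62 and R_LEADER2 by 0.73. For R_CRISPR2 and R_CRISPR3, the smallest difference under any background or scaling alternative was 2.87, so scaling between arrays is argued against as the whole source. After removal of block medians the smaller difference was 3.58, which speaks against an uneven surface. Without any 1 array it was at least 3.50, so no single array carries it. On all 3 supp_1 arrays, 28 of the 38 R_CRISPR3 probes and 19 of the 55 R_CRISPR2 probes were well above background. As signal from related sequences cannot be excluded without sequences, a loss of part or all of either sequence stays open. The fall of R_CRISPR3 in supp_1 was not alike along the family. Its median log2 FC was −2.04 over probes 1 to 12 and −4.59 over probes 13 to 38. Among 23 probes with a WT mean between 13 and 17 that were well above background on all supp_1 arrays the medians were −2.31 and −4.65. Their difference was −2.34, with a median standard error of 0.25 per probe. The changes ran from −4.06 to −0.93 and from −5.76 to −4.14, so the parts nearly met, with R_CRISPR3-7 at −4.06. R_CRISPR3-31 and R_CRISPR3-35 were also well above background on all supp_1 arrays but below this WT limit. They changed by −3.39 and −3.11. A search over all positions with at least 5 probes on either side placed the step after probe 12, and a permutation test with the same search in every resample gave p = 4e-05, although neighbouring probes are not independent. These parts differed in brightness (WT medians 16.07 and 14.69). With the WT mean limited to 13 to 16, the WT medians were 14.53 and 14.59, and 4 and 12 probes remained, with median changes of −2.18 (from −2.85 to −1.82) and −4.58 (from −5.76 to −4.14). The same search, with at least 4 probes on either side, again placed the step after probe 12 (permutation p = 0.00098). Over all 38 probes the change fell with the number (rho −0.39, permutation p = 0.0179, adjusted p = 0.0256). No such trend was found among the 28 probes with a WT mean below 16 (rho 0.032, permutation p = 0.87), of which 4 belong to probes 1 to 12 and some were at background in supp_1, where the fall is limited. One lower level alike at every probe is thus argued against. Of the 26 probes 13 to 38, 16 were well above background on all supp_1 arrays. A lower abundance of these transcripts in supp_1 thus stays open as a biological hypothesis beside a loss of sequence, and its origin in the clone or in the culture was not tested. The smaller differences of R_CRISPR1, R_LEADER1 and R_LEADER2 kept their sign under all alternatives, from 0.96 to 1.18, from 0.52 to 0.67 and from 0.61 to 1.10, and no explanation was tested for them.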

How the results depend on the processing

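Counts of called probes depended on the handling of the background and on the fold threshold. Values are given in the order supp_1 against WT, supp_15 against WT, supp_15 against supp_1, mean of both clones against WT, and both clones with the same sign. The values in use were 5817, 5046, 1112, 4825 and 3269. Without background correction they were 3138, 2680, 707, 2579 and 1831. With plain background subtraction they were 3308, 2807, 738, 2690 and 1905. With the processed signal they were 10123, 9678, 1598, 9580 and 6195, and with normexp on the negative controls, added after the data were seen, 8964, 8211, 1574, 7927 and 5294. The cause of these changes was not tested. Without background correction none of the calls had the opposite sign, and the processed signal kept 95.9% of the calls in supp_1. Without a minimum fold, the counts were 27521, 26208, 3593, 30266 and 19536, which follows from the construction. With the arrays averaged within each group, added later, 1861 probes were called for the mean of both clones, with fewer samples in the fit and the single WT value assumed to vary like the clones.

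Leaving out 1 array gave 5427 to 6438, 4466 to 5714, 1006 to 1172, 4302 to 5352 and 2938 to 3674 calls. The remaining alternatives stayed within 1.5 times the values in use. Series matrix values gave 5377, 4706, 1049, 4421 and 3020. The correlation of both contrasts was 0.77 to 0.82 under all alternatives that give it. No background or scaling setting shifted the median change of all probes by more than 0.060, and settings with quantile normalization hold this median near 0 by construction. The share of higher calls between the clones was 74.0% with the processed signal and 82.0% in use.

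Whether the replicate numbers of the labels pair the arrays was not settled. The deviations of arrays with the same number correlated with −0.10 to 0.26 over 9 pairs, and only 4 of them exceeded 0.1. These were all pairs of replicate 1, from 0.17 to 0.24, and WT with supp_15 for replicate 3 (0.26). Arrays with different numbers were not compared, so a weak effect shared by replicate 1 stays open. With the replicate number as a block, 5848, 5079, 1145, 4836 and 3299 probes were called.

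All named probes kept their direction and their side of the threshold under 24 alternatives. The sign turned for 3 family means that were near 0, each without WT replicate 3. These were R_CRISPR3 in supp_15 (0.082 in place of −0.22, range without 1 array −0.41 to 0.082), R_LEADER2 in supp_15 (0.17 in place of −0.028, range −0.23 to 0.17) and R_LEADER1 in supp_1 (0.0074 in place of −0.085, range −0.19 to 0.0074). Their cause was not tested. The difference between the clones was 2.87 to 4.85 for R_CRISPR2 and 3.09 to 4.12 for R_CRISPR3.

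Signal over background limits the measurement of weak probes. A rise from background has only a lower bound, and supp_15 replicate 3 and WT replicate 3 had the fewest probes well above background. The alternatives on the median of the probes of a feature and on protein-coding genes alone were not run, since the files do not pair probes with genes. The results for *sll0729* and for the lists of genes were not run for the same reason.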

Other observations

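The tests on the surface of the arrays, on the row of the slide, on repeat hybridisation, on the R_CRISPR1 probes, on small changes across the detection limit, on sequence differences, on the correlation under regrouped arrays and on the spread of each group in the simulations were chosen only after the results had been seen.

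The calls against WT were set against other groupings of the arrays. In fits of 6 arrays, the real split was 1 of 10 with as many calls for supp_1 (5785, highest other 0) and 1 of 10 for supp_15 (4928, highest other 0), numbers of splits that cannot exclude chance. For the mean of both clones in a fit with 2 groups, 1 of 84 choices of 3 arrays gave as many calls, the real one (4698, highest other 890). For probes called in both clones with the same sign it was 1 of 100 drawn divisions (3269, highest other 536). Whether chance can be excluded is not decided by these counts either. The 81 choices and 98 divisions whose control group mixed the strains all gave 0 calls, so they set no chance level for groups of arrays that resemble each other. Only 3 choices and 2 divisions had a control group of 1 strain, and the real one gave the most calls among them. The correlation of both contrasts was less specific. Of the 100 divisions, 20, the real one included, gave a correlation as high as the real 0.80, with a highest value of 0.90, so the correlation alone does not set the real groups apart. Simulated unchanged groups that share the WT arrays reached a correlation of 0.820 when the measured deviations of each array were used, so the share of the correlation that comes from the shared WT arrays stays open. The shared calls went beyond these simulations, as none gave more than 159 of them. The models hold only the spread between arrays of a group. A deviation common to all 3 WT arrays would not appear in them, so shared calls from this source stay open.

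Supp_15 replicate 3 departed from the other arrays of its group. Between neighbouring spots, its differences to replicates 1 and 2 correlated with 0.556 and 0.619, while the differences between replicates 1 and 2 correlated with 0.134. An uneven surface of this array may explain a large part of its distance. The differences of WT replicate 2 to replicates 1 and 3 correlated with 0.162 and 0.0713, less than those between WT replicates 1 and 3 (0.363), so an uneven surface does not account for its distance. The spread of the WT arrays was 2.50 times that of the supp_1 arrays after removal of block medians, so unevenness is not the source of the larger spread in WT. The supp_1 arrays differed by a robust SD of at most 0.104. They may be repeat hybridisations of 1 RNA, but no label decides this, and more variable WT cultures stay open as a biological explanation. The row on the slide is argued against as the source of the distance between WT and clones, since the clone arrays in the row of the WT arrays (supp_1 replicate 1 and, on the other slide, supp_15 replicate 3) correlated with WT by at most 0.930 and with their own group by at least 0.968. Other effects of the position were not tested.

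R_CRISPR1-15, R_CRISPR1-16, R_CRISPR1-48 and R_CRISPR1-49 departed from the other probes of their family by at least 2.05 (log2) in supp_1, with a group at background at its bound, against at most 0.97 for the other 45 probes, and all 4 departed in the same direction in both clones. An equal change in all probes of the family thus does not describe these 4. Except for R_CRISPR1-49 they were chosen for their values, so the comparison with the other 45 is no independent test. The other 45 changed in supp_1 as well (median log2 FC −0.95). A candidate explanation is a sequence difference between the WT culture and the ancestor of the clones at these positions, for example gained or lost spacers if the family stands for a CRISPR array as its name reads. It stays open, because no sequences were used here.

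The 388 probes well above background in WT alone or in both clones alone were set against other choices of 3 arrays. Of 84 choices, 2 gave as many, the real one and the 3 arrays with the lowest negative controls (supp_1 replicate 1, WT replicates 1 and 2) with 471 probes. The background of an array can thus produce such numbers, but there mostly with small differences. Of the 471 probes, 2.76% differed by more than 2-fold, with a median absolute difference of 0.44 (log2). Of the 388 probes, 72.4% did so in the fitted values, with a median of 1.45. With the group at background at its bound, 187 of the 388 probes (48.2%) changed by more than 2-fold under the background correction in use. A small change across the detection limit does not account for these. For the others it stays open. Sequence differences between WT and clones may contribute to these probes, which was not tested with sequences.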
